# Correlated chromosomal periodicities according to the growth rate and gene expression

**DOI:** 10.1038/s41598-020-72389-6

**Published:** 2020-09-23

**Authors:** Liu Liu, Masaomi Kurokawa, Motoki Nagai, Shigeto Seno, Bei-Wen Ying

**Keywords:** Computational biology and bioinformatics, Microbiology, Systems biology

## Abstract

Linking genetic information to population fitness is crucial to understanding living organisms. Despite the abundant knowledge of the genetic contribution to growth, the overall patterns/features connecting genes, their expression, and growth remain unclear. To reveal the quantitative and direct connections, systematic growth assays of single-gene knockout *Escherichia coli* strains under both rich and poor nutritional conditions were performed; subsequently, the resultant growth rates were associated with the original expression levels of the knockout genes in the parental genome. Comparative analysis of growth and the transcriptome identified not only the nutritionally differentiated fitness cost genes but also a significant correlation between the growth rates of the single-gene knockout strains and the original expression levels of these knockout genes in the parental strain, regardless of the nutritional variation. In addition, the coordinated chromosomal periodicities of the wild-type transcriptome and the growth rates of the strains lacking the corresponding genes were observed. The common six-period periodicity was somehow attributed to the essential genes, although the underlying mechanism remains to be addressed. The correlated chromosomal periodicities associated with the gene expression-growth dataset were highly valuable for bacterial growth prediction and discovering the working principles governing minimal genetic information.

## Introduction

Connecting genes, their expression and cell growth is a critical issue for understanding living organisms. The growth contributions of genes in terms of their genetic sequences or expression were largely investigated; however, the direct connection and the overall patterns/features of the genes, their expression levels and the growth rates remained unclear.

Genes were often considered definitive factors for bacterial growth. To link genes to growth, experimental growth assays of genetically differentiated *Escherichia coli* (*E. coli*) strains were performed to a large extent. The genetic contribution to growth was first evaluated determinatively; that is, genes were identified as either essential or nonessential for cell survival^1,2^. Further detailed growth profiles related to the individual nonessential genes were determined systematically^3,4^, based on a landmark study involving the construction of single-gene knockout strains, i.e., the Keio collection^2^. The high-throughput and multilevel analyses of the Keio collection not only provided the morphological profiles related to the individual genes^5–7^ but also determined the conditional essentiality of these nonessential genes^8,9^. Moreover, analysing the contribution of the genomic fragments, rather than a single gene, to bacterial growth was applied as an alternative approach. Successful genome reduction^10–12^ resulted in the common finding that the fitness decrease was attributed to the deletion of genomic fragments^13–15^. In particular, a quantitative relationship between genome reduction and growth was detected; that is, the growth rates of the genome-reduced strains declined in a deletion length-dependent manner^13^.

In addition, bacterial growth is known to be associated with gene expression^16^. In addition to the static snapshots of transcriptomes, highlighting the global views of the gene networks^17–19^, growth-coordinated gene expression was identified by observing the genetically identical strain under varied growth conditions^20–22^. Intriguing findings were often reported, as the genes could be statistically categorized into clusters in a growth-dependent or stress-responsive manner^23,24^, although they were generally regulated in their own specific way in response to environmental changes^25,26^. Our previous study of a genome-reduced strain showed that the expression levels of the genes were either positively or negatively correlated with growth rates^21^. These results indicated that the expression levels of the individual genes were quantitatively associated with the fitness of the growing bacterial population.

Taken together, studies on the quantitative contribution of genetic information to growth fitness have mainly focused on two aspects: growth assays of genetically deficient strains and transcriptome analysis of regular strains. As the two types of studies were usually performed independently, the global features/patterns directly connecting the gene, the expression and the growth remained uncertain. To determine the direct linkage between the growth contribution of the individual genes and their original expression levels in the wild-type genome/strain, we analysed the growth rates of the single-gene knockout *E. coli* strains (Keio collection) in parallel and the original expression levels of these genes in the parental strain used for constructing the Keio collection. Comparative analyses of the growth rates and the transcriptomes were performed to discover the direct linkages among the genes, their expression and cell growth as well as the overall patterns/features of the linkages.

## Results

### Linkage of the non-essential genes to the growth rates

The non-essential genes were categorized according to the growth rates of the single-gene knockout strains. A novel classification of gene function was performed according to the exponential growth rate of the *E. coli* strain lacking the corresponding gene. Both the single-gene knockout strains and their parental strain, the wild-type strain BW25113, were subjected to the growth assay in LB and M63 media. The results showed that the absence of a single nonessential gene triggered either an increase or a decrease in the growth rate, although the absence of most genes insignificantly disturbed growth (Fig. 1A). In comparison to the growth rate of the parental strain, the growth rates of a large number of the single-gene knockout strains were reduced in the minimal medium M63 (Fig. 1A, blue) but increased in the LB medium (Fig. 1A, orange). The growth media-induced differentiation of the distributions of the growth rates intriguingly revealed that most of the non-essential genes were costly under nutrient-rich conditions.

**Figure 1:**
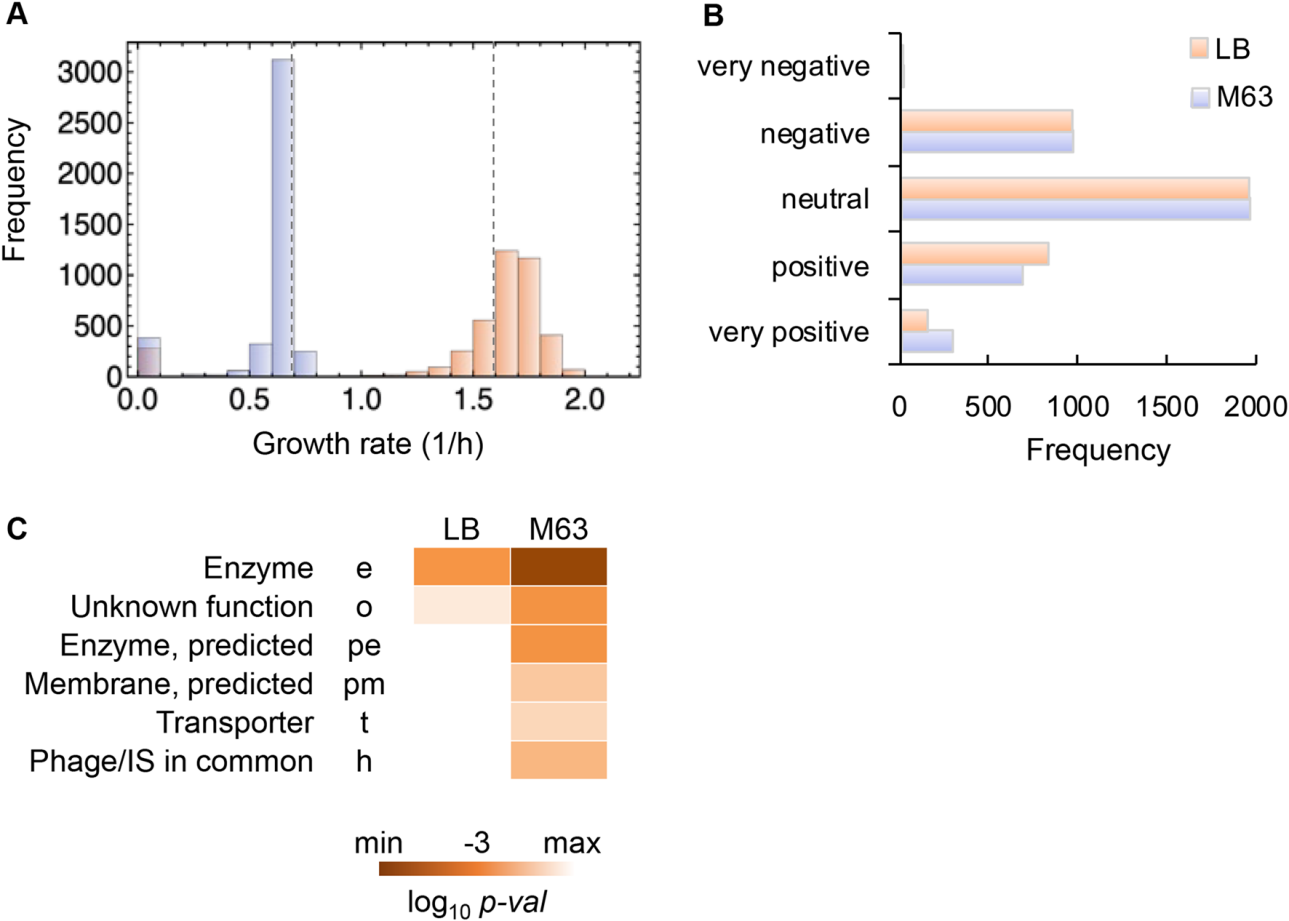
Growth rates of the single-gene knockout strains. **(A)** Distributions of the growth rates. Exponential growth rates of the single-gene knockout strains (N = 3,909) grown in LB and M63 media are shown in peach and lilac, respectively. The growth rates of the wild-type strain BW25113 in both media are indicated with broken lines. (**B)** Gene classification based on the growth rate. According to the box-and-whisker plot (Fig. S1), five gene classes were newly defined in the growth conditions in LB and M63 media, which are shown in peach and lilac, respectively. Very negative, negative, neutral, positive, and very positive indicate the growth rates of the single-gene knockout strains within the ranges of the outliers greater than the 1.5 interquartile range (IQR), from the 1.5 IQR to the upper quartile, from the upper to the lower quartiles, from the lower quartile to the 1.5 IQR, and within the ranges of outliers lower than 1.5 IQR, respectively. (**C)** Heatmap of the enriched gene categories for the very positive class. The gradation from light to dark orange indicates the statistical significance of the enrichment analysis from low to high, respectively.

The non-essential genes were statistically categorized into five classes (Fig. 1B) based on the distributions of the growth rates (Fig. S1). If the gene positively contributed to the growth in the wild-type (parent) strain, the absence of this gene would lead to a decrease in growth in the corresponding knockout strain. The high and low growth rates of the single-gene knockout strains represented the negative and positive contributions of the missing genes to growth. A total of 10 and 14 genes were determined to have very negative effects on growth in LB and M63 media, respectively (Fig. 1B, Table S1). This result indicated that these genes were highly redundant in the wild-type strain. Since no overlapping genes were found for the classes of genes with very negative effects on growth in LB and M63 media (Table S1), genetic redundancy resulted from nutritional differentiation but not nutritional enrichment.

A total of 151 and 293 genes showed very positive contributions to growth in LB and M63 media, respectively (Fig. 1B). The functional enrichment of these genes showed that the genes assigned to the enzyme gene category^27^ (e) were highly significant (*p* < 0.001) for growth in both media (Fig. 1C). In addition, these genes partially overlapped in LB and M63 media (Fig. S2A) and were significantly enriched in enzyme-encoding genes (Fig. S2B). These results indicated the common requirement for the non-essential genes for growth maintenance, regardless of the nutritional conditions. Many more gene categories were enriched in cells in M63 media and largely comprised genes of unknown or predicted function (Fig. 1C, Fig. S2B). This result suggested that genes with unclear function played an important role in *E. coli* grown in poor nutritional conditions. Note that the additional statistical re-evaluation of the mean growth rate of each strain largely reduced the number of the genes divided into the positive and negative classes, nevertheless, the enriched functional gene categories remained the same (Fig. S3).

### Correlation between the growth rates of the knockout strains and the original expression levels of the knockout genes

The original expression levels of the genes before knockout were determined by transcriptome analysis of the wild-type strain grown in the same media as that used for the growth assay. 

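The transcriptome data came from the wild-type strain BW25113, the parent of the single-gene knockout collection, grown at 37 °C in 3 cultures in LB, a rich medium, and in 3 cultures in M63, a minimal medium. The paper's methods give 2 h of culture to a low optical density, whereas the sample labels call the same cultures late exponential. The authors removed rRNA, prepared stranded libraries, mapped the trimmed reads to the BW25113 genome with Bowtie and deposited 1 RPKM value (reads scaled by gene length and library size) per gene and culture. The paper's text does not name the program that counted the reads. The table lists 4412 genes by their start and end on that genome, of which 4318 are protein coding, 72 are tRNA genes and 13 are rRNA genes. No value was 0. In each library, every value of up to 1000 reads was a whole multiple of the value of 1 read, which gave the depth. The reads on genes numbered 19080332, 22577742 and 18784923 in the LB cultures numbered 8, 9 and 10 in the sample titles (LB 8, LB 9 and LB 10), and 21683354, 17092628 and 18968322 in the M63 cultures numbered 11, 12 and 13 (M63 11, M63 12 and M63 13). The median gene had 347 to 497 reads in LB and 506 to 634 in M63, and 150 to 287 genes per library had fewer than 10 reads, so that small differences of weakly expressed genes were not detectable at this depth. The paper describes a global normalization to a common median of log10RPKM. The deposited values did not share 1 median, since their median log10RPKM was 1.43 to 1.51 in LB and 1.60 to 1.61 in M63, and log values were brought to a common median here before fold changes, tests and periodicity were computed. RPKM values of single genes are given as deposited, without that step, so their ratio differs from the fold change beside them.
Across genes, the Pearson correlation of log10RPKM was 0.972 to 0.992 between LB cultures, 0.993 to 0.994 between M63 cultures and 0.891 to 0.903 between cultures of different media. Genes are not independent replicates, so no p-value was attached to these correlations. LB 8 stood apart within its medium, with correlations of 0.972 with LB 9 and 0.973 with LB 10, against 0.992 between LB 9 and LB 10. Between cultures of 1 medium, 88.3% to 97.2% of the genes lay within 2-fold of each other, compared with 62.5% to 69.9% between media. The reads of each pair of cultures differed by more than the sampling noise of read counts, as the median chi-square per gene was at least 0.87 where sampling alone gives 0.455. This covers counting error only, so it cannot separate differences between cultures from those of library preparation. The 3 cultures of each medium were counted as 3 separate samples because the paper's methods describe them as independent.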

Weak but statistically significant correlations between the expression levels of the genes in the wild-type strain and the growth rates of the single-gene knockout strains were commonly observed in cells grown in both media (Fig. 2A). It was highly significantly that although the growth rates were determined on the basis of thousands of genetically differentiated strains, they were correlated with the transcriptome of a single strain with a varied genotype. This finding was definitely different from those in previous reports on the coordination of growth with transcriptome reorganization, which generally discussed the relationships between gene expression and the growth rates of the identical strain^20,21,24^. It is unclear if the intriguing correlations were observed by chance; the statistical simulation, in which the data sets on either the growth rates or the gene expression were randomized, was performed 1,000 times each. The results proved that the correlations were statistically significant (Fig. S4).

**Figure 2:**
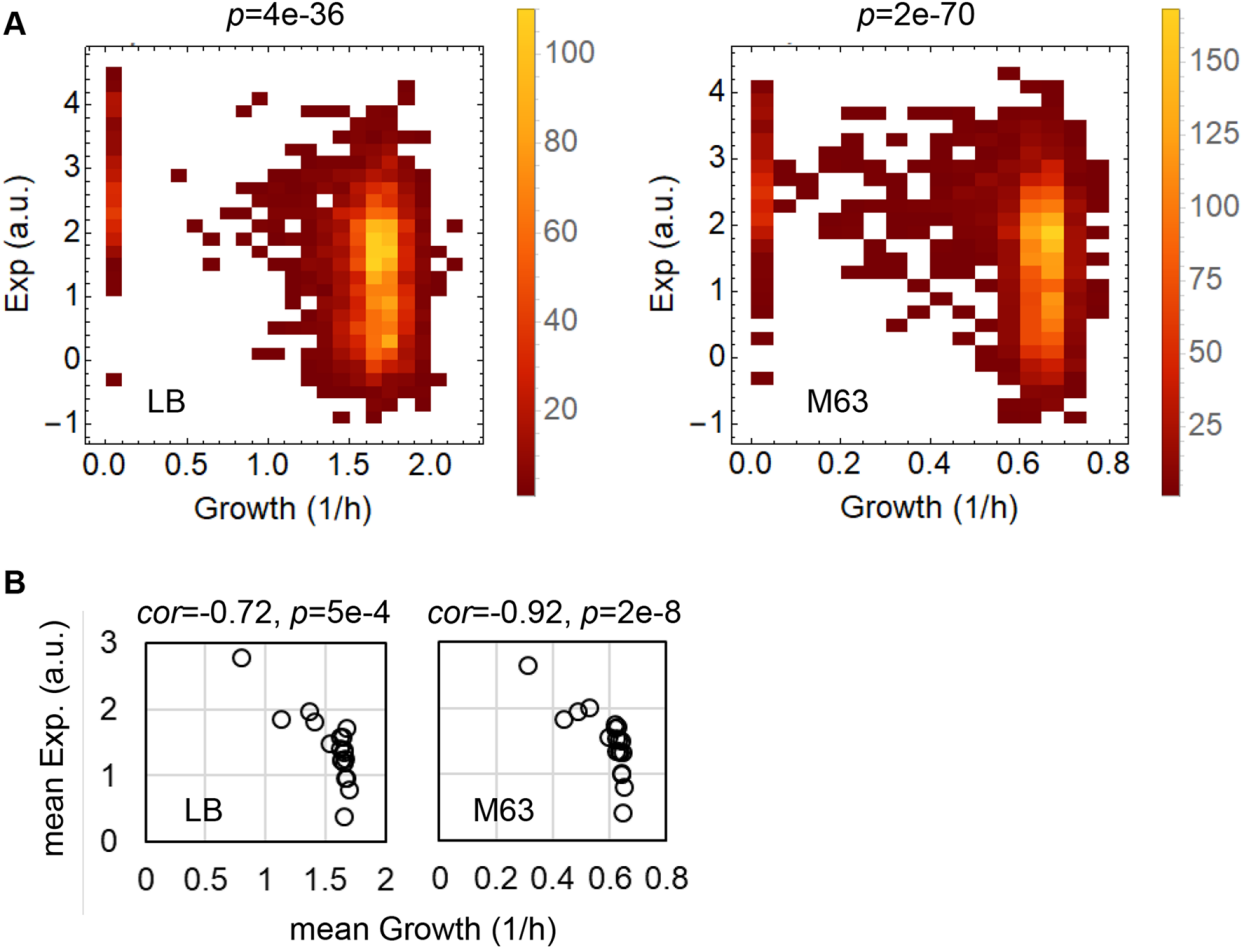
Correlation between growth and expression.** (A)** Density histograms of the growth rates and gene expression. The left and right panels represent the relationships between the expression levels of the genes in the wild-type strain and the growth rates of the knockout strains lacking the corresponding genes in LB and M63 growth conditions, respectively. The colour gradation from red to yellow indicates the number of genes/strains from small to large, respectively. The correlation coefficients are − 0.37 and − 0.39 for LB and M63, respectively. The statistical significance of the Spearman correlation is indicated. (**B)** Scatter plots of the mean growth rates versus the mean expression levels of the gene categories. The open circles represent a total of 19 gene categories, which comprised more than 30 genes. The correlation coefficients and statistical significance are indicated.

In addition, the correlations were significant even at the gene category level (Fig. 2B). A total of 19 gene categories containing more than 30 genes were subjected to evaluation (Fig. S5). The expression levels and the growth rates of the genes/strains assigned to the same gene category were averaged. The mean growth rates and the mean expression levels were also correlated in both media (Fig. 2B). Note that the correlations were insignificant within the gene categories (Figs. S6‐S7), except for four categories: enzyme (e), factor (f), structural component (s) and cell process (cp) (*p* < 0.001).

Moreover, whether the differentially expressed genes (DEGs) corresponded to the strains with differentiated growth rates (DGGs) in response to nutritional changes (*i.e.*, the difference between the two media) was analysed. 

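Expression in LB and M63 was compared by rank product on log10(RPKM + 0.1) over all 9 pairs of an LB and an M63 culture, with the proportion of false positives estimated from 100 random permutations of the genes. At a threshold of 0.05, 237 of the 4412 genes were DEGs, of which 92 were higher and 145 were lower in LB. The DEGs changed by at least 2.45 on the log2 scale, with a median size of 3.73, and 82 other genes changed by as much without passing the threshold. The number depended most on the test, as limma in place of rank product called 2713 genes. With rank product, leaving out 1 culture at a time gave 115 to 147 DEGs and a threshold of 0.01 gave 116.
Effect sizes and errors of single genes were taken from limma on log2(RPKM + 1), which understates the changes of weakly expressed genes. The largest increase in LB was found for glpT (JW2234), a glycerol-3-phosphate transporter gene at 2344495 to 2345853 on the minus strand of the BW25113 genome. Its RPKM was 1381 ± 618 (SD, n = 3) in LB and 4.72 ± 0.184 (SD, n = 3) in M63, a log2 fold change of 8.20 (standard error 0.31, adjusted p = 3.93e-06 by limma with Benjamini-Hochberg adjustment). The trehalose uptake and hydrolysis genes treB (JW4199, 4454576 to 4455997, minus strand) and treC (JW4198, 4452871 to 4454526, minus strand) followed with log2 fold changes of 7.61 and 7.27. The glycerol genes glpD (JW3389, 3555373 to 3556878, plus strand) and glpF (JW3898, 4107173 to 4108018, minus strand) rose by 7.14 and 7.08. The largest decreases in LB were those of metE, leuB and trpE, which belong to amino acid biosynthesis, and of livJ and yhjE. The RPKM of livJ (JW3425, 3591915 to 3593018, minus strand), which encodes a binding protein for branched-chain amino acids, was 18.1 ± 1.58 (SD, n = 3) in LB and 3226 ± 170 (SD, n = 3) in M63, and its log2 fold change was -6.99 (standard error 0.072, adjusted p = 7.53e-08 by limma with Benjamini-Hochberg adjustment). The RPKM of yhjE (JW3491, 3668146 to 3669468, plus strand) was 3.72 ± 0.748 in LB and 742 ± 2.06 in M63 (SD, n = 3 each), with a log2 fold change of -6.90. Each of these 10 genes had at least 69 reads in every culture. That the 3 cultures of one medium all lay above the 3 of the other was a condition for choosing them and not a result. With 1 culture left out, the log2 fold change of glpT stayed between 8.00 and 8.58 and that of livJ between -7.03 and -6.95.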

A total of 199 DEGs (Fig. 3A, red) and 115 DGGs (Fig. 3B, blue) were identified that presented significant fluctuations (FDR *q* < 0.05) in response to media changes. The gene category enrichment analysis showed that the genes assigned to the enzyme (e) and transporter (t) categories and those with undefined functions (o, pe, pm, pr, and pt) were significantly responsive to nutritional changes (Fig. 3C, Fig. S8). In particular, the 29 genes overlapping between the DEGs and DGGs (Fig. 3D) were found to participate in amino acid metabolism and presented the common features of a high growth rate and a low expression level or vice versa (Table S2). This finding not only supported the newly identified correlation between growth and expression (Fig. 2) but also indicated that the genes participating in the biosynthesis of the amino acids arg, cys, leu, met and trp were costly under enriched conditions. 

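The expression of the arg, cys, leu, met and trp genes was read from 39 biosynthesis genes in 5 lists, written from gene symbols before the data were examined. Of these, 38 were lower in LB than in M63 at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), both over all 4226 genes tested and adjusted over the list alone. By rank product, 30 of the 39 were DEGs, each lower in LB. The exception was cysE (JW3582, 3775101 to 3775922, minus strand), with an RPKM of 230 ± 36.5 in LB and 206 ± 7.51 in M63 (SD, n = 3 each). Its log2 fold change of 0.56 was past the threshold (adjusted p = 0.00127, limma) but fell to 0.15 without a common median (adjusted p = 0.353, limma).
The 9 arginine genes had a median log2 fold change of -4.41 and ranged from -6.18 for argI (JW4211, 4467124 to 4468128, minus strand) to -2.49 for argE (JW3929, 4143624 to 4144775, minus strand). The product of argI has a close relative in that of argF (JW0266, 285012 to 286016, minus strand), which fell by 4.41 on the log2 scale, and reads of these similar genes could be shared. The 4 leucine genes changed the most evenly, from -6.51 for leuB (JW5807, 77354 to 78445, minus strand) to -6.29 for leuD (JW0070, 75335 to 75940, minus strand). The 5 tryptophan genes lay next to each other on the minus strand between 1310673 and 1317203, and their log2 fold change ran from -4.28 for trpA to -6.50 for trpE (JW1256), the first gene of the operon. The RPKM of trpE was 2.83 ± 1.07 in LB and 450.0 ± 3.31 in M63 (SD, n = 3 each). Among the 8 methionine genes, metE (JW3805, 4006413 to 4008674, plus strand), which encodes a methionine synthase, fell from an RPKM of 11104 ± 287 in M63 to 20.5 ± 1.76 in LB (SD, n = 3 each). Its log2 fold change of -8.60 (standard error 0.067, adjusted p = 2.65e-08 by limma with Benjamini-Hochberg adjustment) was the largest decrease among the named genes. The smallest methionine change was -0.93 for metK (JW2909, 3080065 to 3081219, plus strand), with an adjusted p of 0.035 (limma) that rose to as much as 0.102 when 1 culture was left out.
The 13 cysteine and sulphate assimilation genes had a median log2 fold change of -4.30 and the largest spread between cultures. The median log2(RPKM + 1) of the list was 2.66 in LB 8, compared with 5.63 in LB 9 and 5.78 in LB 10, and 8.80 to 8.84 in M63. Without LB 8, the median log2 fold change was -3.25. As sets, the lists differed between media at adjusted p-values of 1.99e-07 (arginine), 0.0213 (cysteine), 1.31e-06 (leucine and methionine) and 1.57e-06 (tryptophan) by limma's fry test, two-sided, with Benjamini-Hochberg adjustment over 17 lists. The value for cysteine rose to between 0.0645 and 0.0678 when any 1 M63 culture was left out, and fell to 1.48e-06 without LB 8 (limma's fry test).

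**Figure D1:**
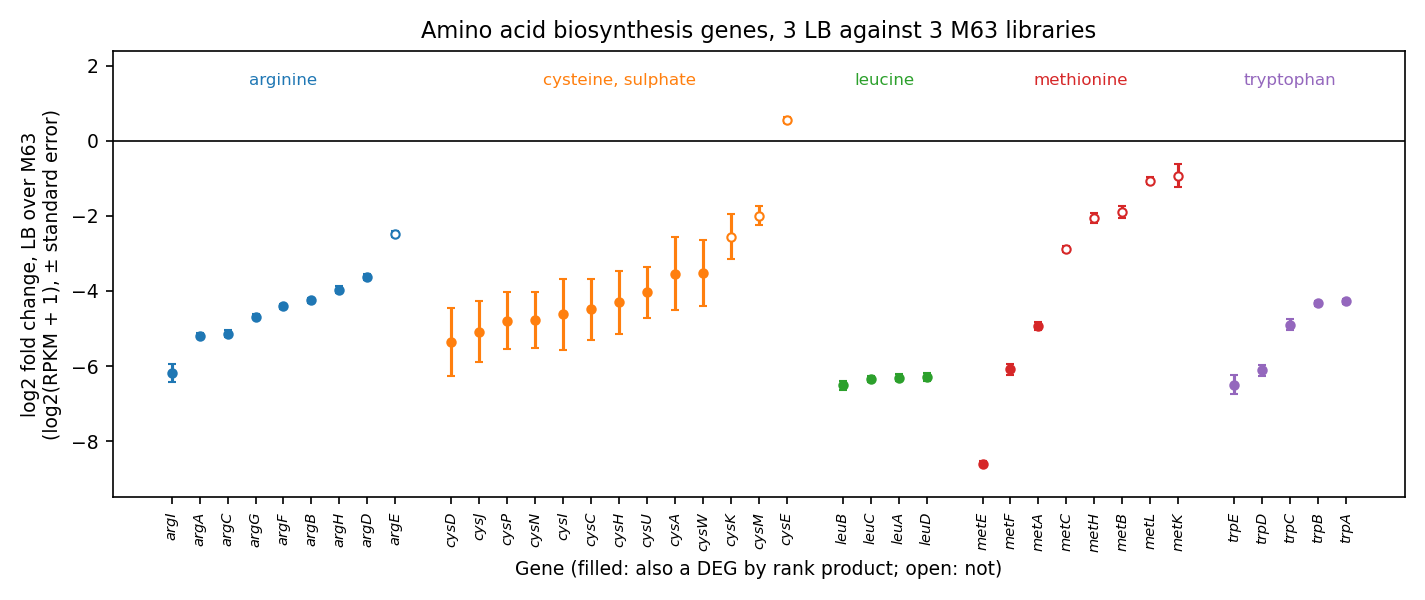
Log2 fold change of each of the 39 genes, LB over M63, on the vertical axis, with the standard error from limma as bars, grouped by amino acid and sorted within each group. Filled points are DEGs by rank product and open points are not. All points but that of cysE lie below 0, and the bars are longest for the cysteine genes.

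The paper reports that the genes found as both DEGs and DGGs paired fast growth of the knockout strain with low expression, or the reverse. It reasons from this that the genes making these amino acids were costly in the enriched medium. The growth rates of the knockout strains were not analysed here.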

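How many genes were called depended on the test. With limma on log2(RPKM + 1), 2713 of the 4226 genes with a mean RPKM of at least 1 had an adjusted p under 0.05 (Benjamini-Hochberg adjustment), 1760 higher and 953 lower in LB, compared with 237 by rank product. All 236 rank product DEGs among the tested genes were also called by limma. Requiring a change of at least 2-fold as well left 1114 genes, 596 higher and 518 lower in LB. In the RPKM as deposited, the 3 cultures of one medium all lay above the 3 of the other in 69.7% of the genes tested. Chance gives 10% where libraries are scaled alike. The deposited medians were lower in each LB culture than in each M63 culture, so scaling may add to this share. The balance of directions depended on the scaling. The values as deposited, without a common median, gave 2499 genes, 909 higher and 1590 lower in LB, and the median log2 fold change of all tested genes moved from 0.27 to -0.14. With the 2-fold requirement these values gave 242 genes higher and 735 lower in LB, and quantile normalization gave 456 and 549. Of the genes called, 1873 were shared between the 2 scalings, 1862 of them in the same direction. Leaving out 1 culture at a time gave from 2226 genes, without M63 12, to 3197 genes, without LB 8.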

Note that the differentiated methods for DEGs determination did not change the enriched gene categories, although the analysis with DESeq2^28^ led to a considerably larger number of DEGs (Fig. S9).

**Figure 3:**
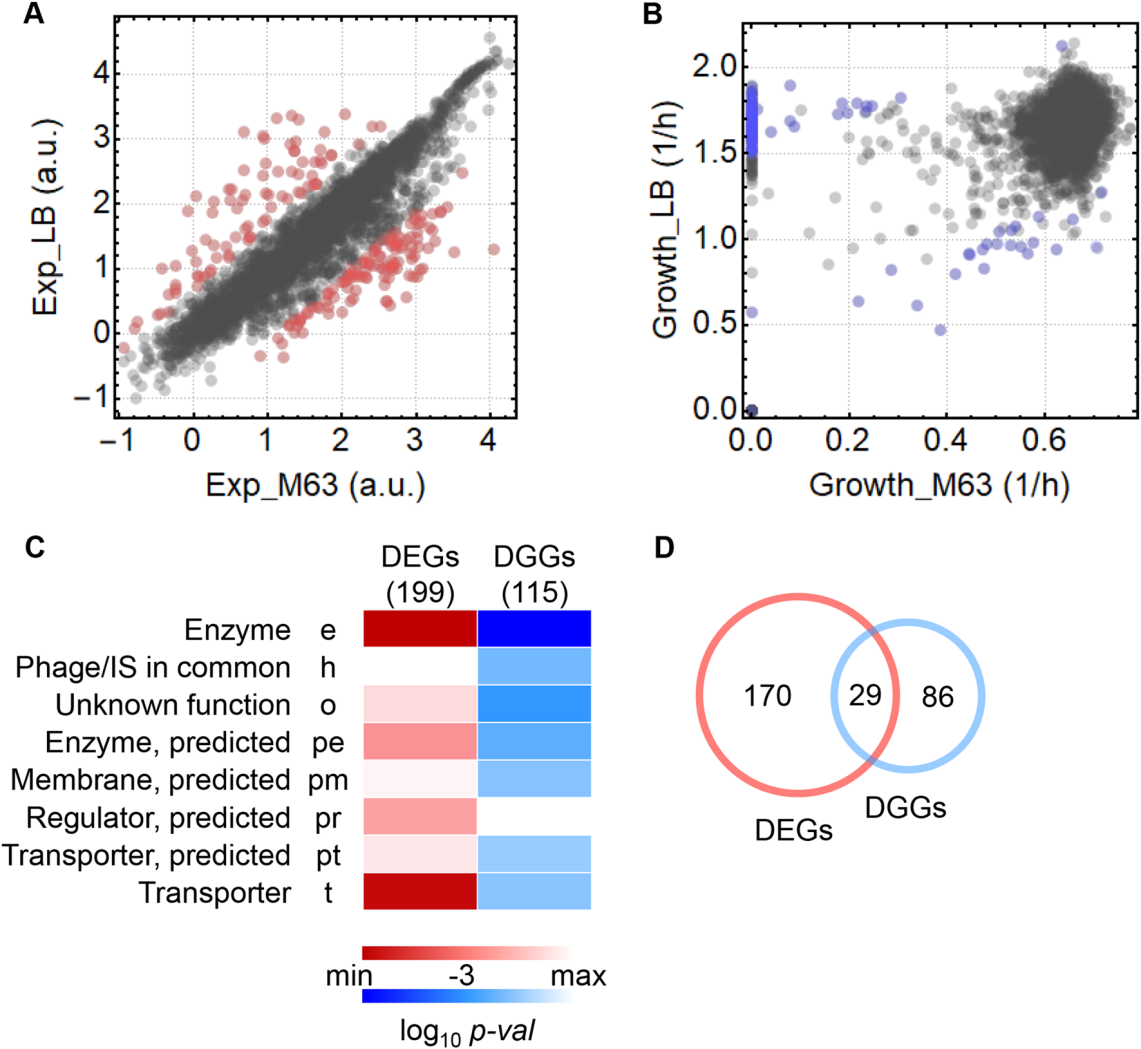
Genes with differential expression and growth in response to media changes.** (A)** Scatter plot of the gene expression of the wild-type strain. Exp_LB and Exp_M63 indicate the expression levels (log_10_RPKM) in LB and M63, respectively. The DEGs in response to media changes are highlighted in red. (**B)** Scatter plot of the growth rates of the single-gene knockout strains. Growth_LB and Growth_M63 indicate the growth rates of the single-gene knockout strains grown in LB and M63, respectively. The strains showing differential growth rates (DGGs) are highlighted in blue. (**C)** Heatmap of the enriched gene categories of DEGs and DGGs. The gradation from light to dark red and blue indicates the statistical significance of the enrichment analysis from low to high for the DEGs and DGGs, respectively. (**D)** Venn diagram of DEGs and DGGs. The numbers of the genes specifically and commonly determined as DEGs and DGGs are indicated.

### Common chromosomal periodicities of the growth rates and gene expression

To understand the correlation between the growth rates and gene expression, the genomic distribution of the genes was investigated. No specific pattern was observed by directly plotting the growth rates with respect to the genes at various genomic positions (Fig. S10); thus, the mean growth rates of the strains lacking the genes located within every 100-kb span were calculated and plotted within a 1kb sliding window (Fig. 4, black curves). A significant decrease in the growth rates was observed for cells with deletions close to the *ori* in both media and in the right arm of the genome between the *ori* to *dif* in LB. This result suggested that the genes either close to the *ori* or that were replicated in a clockwise manner governed growth to a great extent, although none of these genes were essential for survival. It is of note that the growth decrease based on the genomic position was not simply a result of the genomic locations of the essential genes, which were excluded from the growth assay. The genomic distribution of the essential genes was independent of the genomic fluctuation of the growth rates (Fig. 4, red curves).

**Figure 4:**
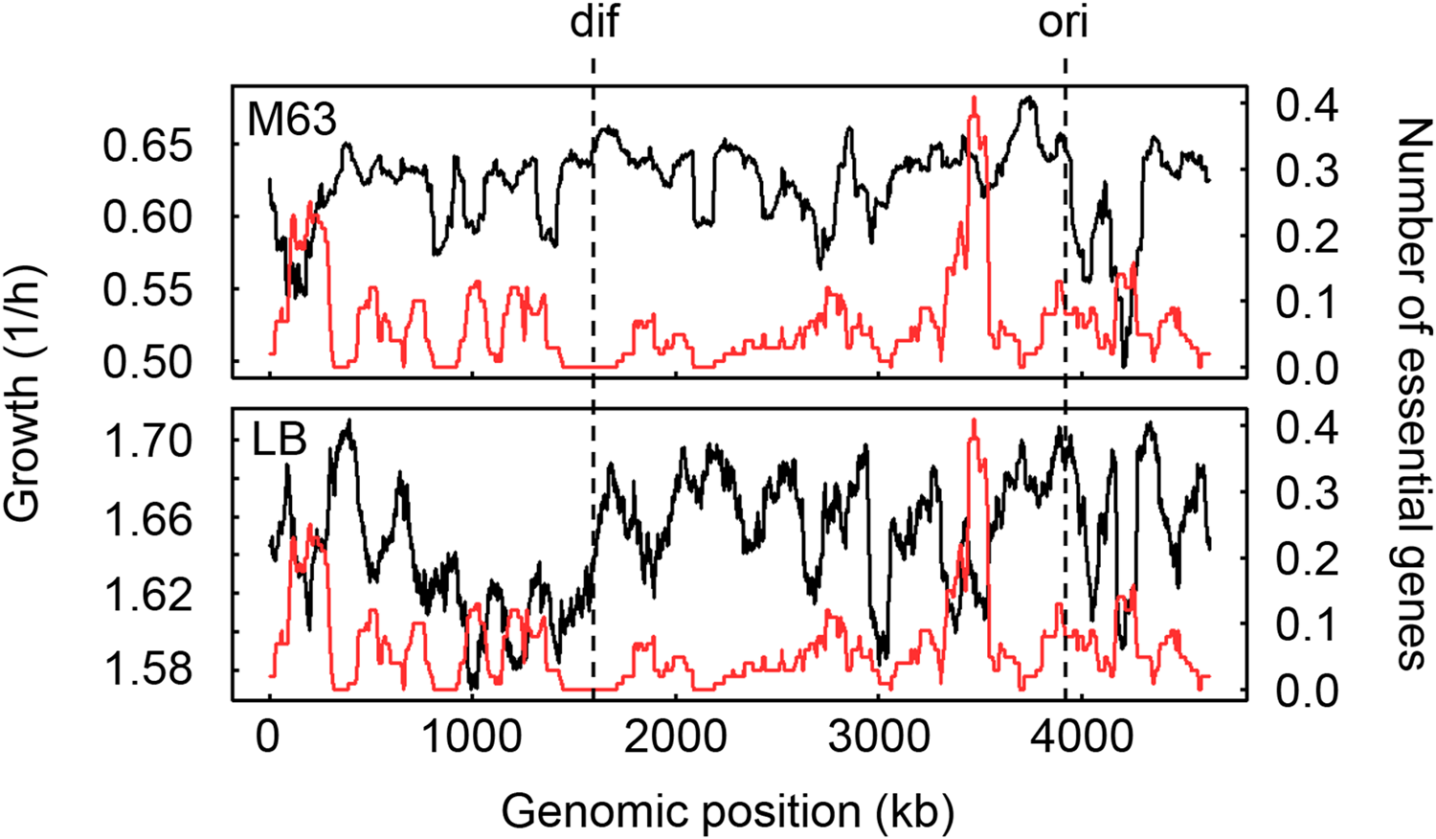
Genomic distributions of the growth rates of the knockout strains. The growth rates of the knockout strains are plotted against the genome of the wild-type genome BW25113 at the genomic positions of the knockout genes, which are the nonessential genes. The mean growth rates of the knockout strains lacking the corresponding genes in every 1kb sliding window are shown in 100-kb bins by the black curves. The genomic distribution of the essential genes is shown by the red curves. The mean numbers of essential genes in every 1kb sliding window are shown in 100-kb bins. The *ori* and *dif* are indicated with broken lines. The upper and bottom panels represent the growth in M63 and LB media, respectively. The Pearson correlation coefficients between the mean growth rates and the mean numbers of essential genes were -0.03 (*p* = 0.06) and − 0.15 (*p* = 3e − 24) in M63 and LB, respectively.

To determine the overall patterns/features of the growth rates across the genome, the chromosomal periodicity, which is mediated by genome replication and chromosomal architecture ^29–31^, was evaluated with the Fourier transform method. Both essential and non-essential genes were subjected to the analysis, for which the growth rates with respect to the essential genes were set to zero, as deleting these genes must have led to cell death. The maximal spectral power of the growth rates was exactly the same at the wavelength corresponding to 772 kb in both LB and M63 media (Fig. 5A), resulting in identical chromosomal periodicities of six periods that were independent of the nutritional conditions (Fig. 5B). 

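The periodicity of expression was computed from the mean log10(RPKM + 0.1) of the genes in each 100-kb window, moved in 1-kb steps round the chromosome, and averaged over the 3 cultures of each medium. A window held 76 to 125 genes, with a median of 95. Window means ranged from 0.807 to 2.24 in LB and from 0.868 to 2.06 in M63. Over all 4412 genes, and below the full length of the genome, the highest spectral power was found at 7 cycles per chromosome, a period of 661.7 kb, in both media. The term of 6 cycles, a period of 772 kb, came next. In LB the shares of the total power were 0.0980 for 7 cycles and 0.0917 for 6, and in M63 they were 0.123 and 0.117. Between cultures, the share of the 6-period term was 0.0912 ± 0.0123 (SD, n = 3) in LB and 0.117 ± 0.000729 (SD, n = 3) in M63. In LB 8 the 6-period term exceeded the 7-period term (0.105 against 0.0960), and in the other 5 cultures it did not.
Which of these neighbouring periods ranked first depended on the genes used. With the 4318 protein-coding genes alone, a choice made after the data were examined, the 6-period term was highest, at a share of 0.0992 in LB and 0.122 in M63. It was also highest in both media with genes of a mean RPKM of at least 1 and with windows that did not overlap. A 50-kb window gave 21 cycles, a period of 220.6 kb, in both media. The 4021 genes with an entry in the deposited field for JW identifiers, also chosen after the data were examined, kept 7 cycles highest in both media. This set is not complete. It leaves out argD, whose identifier JW3322 stands in another field, and how many more genes this affects was not counted.
The 6-period term had nearly the same phase in both media. Its first crest lay at 223 ± 1.66 kb in LB and at 235 ± 0.346 kb in M63 (SD, n = 3 each, positions of window centres), a difference of 12.0 kb. Its amplitude was 0.125 ± 0.0121 in LB and 0.130 ± 0.000731 in M63 on the log10 scale (SD, n = 3 each). With 3 cultures against 3, for which the smallest possible value is 0.1, a difference in amplitude could not be resolved (two-sided exact permutation test, p = 0.4). The window means of LB and M63 correlated with r = 0.940 along the chromosome.

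**Figure D2:**
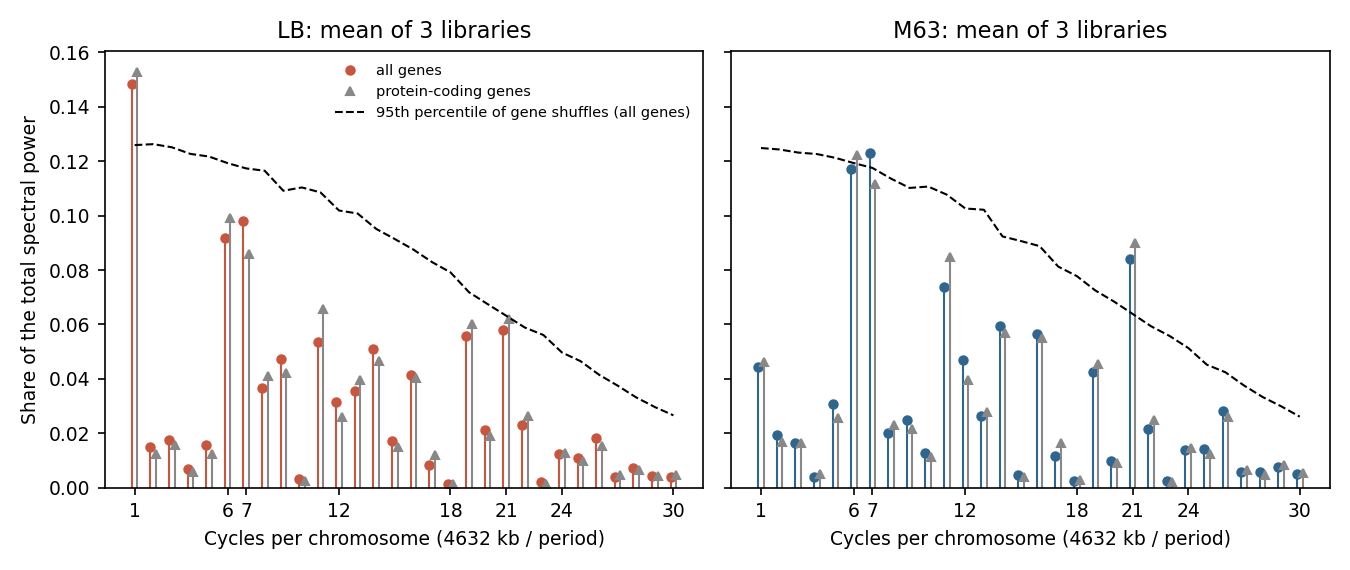
Share of the total spectral power (vertical axis) at 1 to 30 cycles per chromosome (horizontal axis) of the mean expression in LB and M63. Coloured circles are all listed genes, grey triangles protein-coding genes, and the broken line is the 95th percentile at each period of 10000 shuffles of all genes over their positions. The terms of 6 and 7 cycles lie side by side and exchange ranks between the 2 sets of genes.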

Comparatively, the chromosomal periodicity of gene expression showed a maximal spectral power at 772 kb (Fig. 5C, red lines), which resulted in a common chromosomal periodicity for gene expression (Fig. 5D, red curves). Of note, the maximal peak at 4,632 kb in LB media was ignored, as it represented the full length of the genome (Fig. 5C). 

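At the full length of the genome, 4632 kb or 1 cycle, the share of the spectral power was 0.148 in LB, the highest of all periods in that medium, and 0.0444 in M63. The values of single cultures were 0.149 ± 0.0314 (SD, n = 3) in LB, from 0.115 to 0.176, and 0.0444 ± 0.00286 (SD, n = 3) in M63, from 0.0418 to 0.0474. Each LB culture lay above each M63 culture (two-sided exact permutation test, p = 0.1, the smallest that 3 cultures against 3 allow). When the genes were shuffled over their positions 10000 times, a share at least as large was obtained in LB with p = 0.0277 and in M63 with p = 0.362 (permutation test of gene positions). The LB value ranged from 0.0170 to 0.0681 over the settings and was above 0.05 without the ribosomal protein genes (0.0681) and with window medians (0.0579, the same permutation test). With window medians, and with windows that did not overlap, 6 cycles had more power than 1 cycle in LB.

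**Figure D3:**
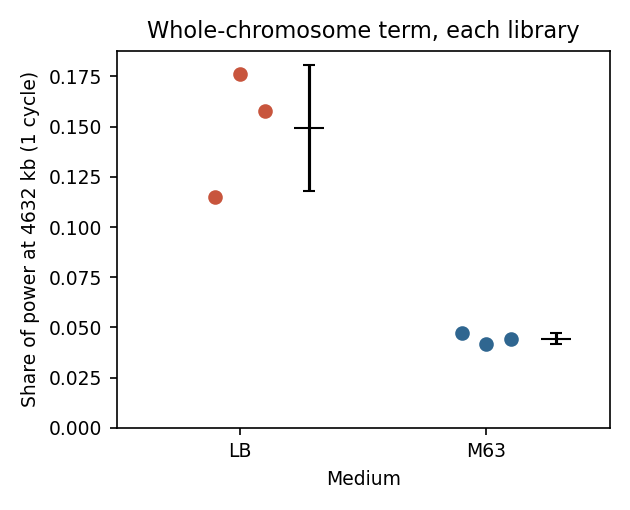
Share of the total spectral power at 1 cycle per chromosome (vertical axis) in each culture in LB and M63, with the mean and SD of 3 cultures beside the points. The LB cultures lie between 0.115 and 0.176 and the M63 cultures between 0.0418 and 0.0474.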

Taken together, the results showed that the chromosomal periodicities of the growth rates (Fig. 5B) and the expression levels (Fig. 5D) were perfectly synchronized in a reverse direction and agreed with the negative correlations between growth and expression (Fig. 2). The conserved six-period periodicity was consistent with our latest finding on the universality of the chromosomal periodicities of *E. coli* transcriptomes^32^. In addition, the gene-independent transcriptional propensity across the *E. coli* genome, which was evaluated by integrating the barcoded reporter constructs^33^, showed the same six-period (Fig. S11), well supporting the universal chromosomal periodicity.

**Figure 5:**
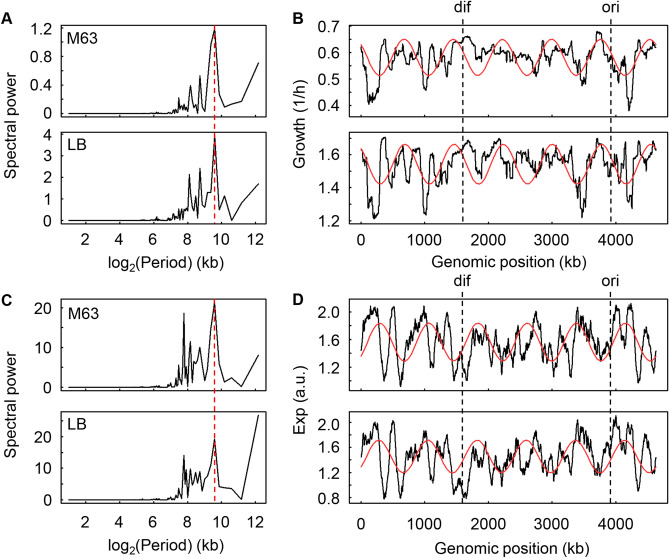
Chromosomal periodicities of the growth rate and gene expression.** (A)** Spectral power of the Fourier-transformed growth rates. The major spectral power at a wavelength of 772 kb is indicated by the broken line in red. **(B)** Periodograms of the growth rates. The growth rates of the strains lacking either the non-essential genes (knockout strains) or the essential genes (zero growth) are plotted against the BW25113 genome. The mean growth rates of the strains lacking the corresponding genes (including essential and nonessential genes) in every 1-kb sliding window are shown in 100-kb bins by black lines. The periodicities of the highest spectral power (**A**, red lines) are shown in the curves in red. The upper and bottom panels indicate growth in M63 and LB, respectively. The Fisher’s g test results for the periods in M63 and LB were 0.168 (*p* = 2e − 182) and 0.146 (*p* = 1e − 155), respectively. The *ori* and *dif* are indicated by broken lines in black. (**C)** Spectral power of the Fourier-transformed gene expression. The major spectral power at the wavelength of 772 kb is indicated by the broken line in red. (**D)** Periodograms of gene expression. The expression levels (log_10_RPKM) are plotted against the BW25113 genome. The mean expression levels of the genes in every 1-kb sliding window are shown as black lines. The periodicities corresponding to the highest spectral power (**C**, red lines) are shown as the curves in red. The upper and bottom panels indicate the growth in M63 and LB, respectively. The *ori* and *dif* are indicated by broken lines in black. The Fisher’s g test results for the periods in M63 and LB were 0.123 (*p* = 3e − 129) and 0.099 (*p* = 2e − 102), respectively.

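Fisher's g, the power of a term over the total, was computed here for the 6-period term over 2316 terms. By Fisher's formula, which assumes independent points, the p-value was 4.42e-94 in LB and 2.15e-122 in M63 with all genes, and 2.10e-102 and 2.61e-128 with the protein-coding genes. Neighbouring 100-kb windows moved in 1-kb steps share most of their genes. In simulated data with no periodic term and the same windows, the formula gave a p under 0.05 in 98% of 100 runs. Shuffling the genes over their positions did so in 4%. The simulated genes were independent of their neighbours, as shuffled genes are, so a low rate for the shuffles was built in. It does not test the shuffles on real genes, whose neighbours are expressed alike. Against 10000 such shuffles of all genes, the 6-period share was exceeded with p = 0.107 in LB and p = 0.0535 in M63 (permutation tests of gene positions, one-sided). The median share of the 6-period term in shuffled genes was 0.0302 in LB and 0.0304 in M63, and the 95th percentile was 0.119 in both. The highest share at any period below the full length was reached by shuffled genes with p = 0.799 in LB and p = 0.486 in M63 (the same permutation tests). Fisher's formula moved most with windows that did not overlap, where it gave p = 0.673 in LB and p = 0.51 in M63. Over all settings, the permutation p of the 6-period share ranged from 0.0365 to 0.146 in LB and from 0.0246 to 0.0909 in M63, and that of the highest share from 0.507 to 0.867 in LB and from 0.317 to 0.652 in M63. These shuffles compare shares of the power and not amplitudes, since shuffling single genes also lowered the SD of the window means, from 0.291 to a median of 0.0944 in LB and from 0.268 to 0.0947 in M63.

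**Figure D4:**
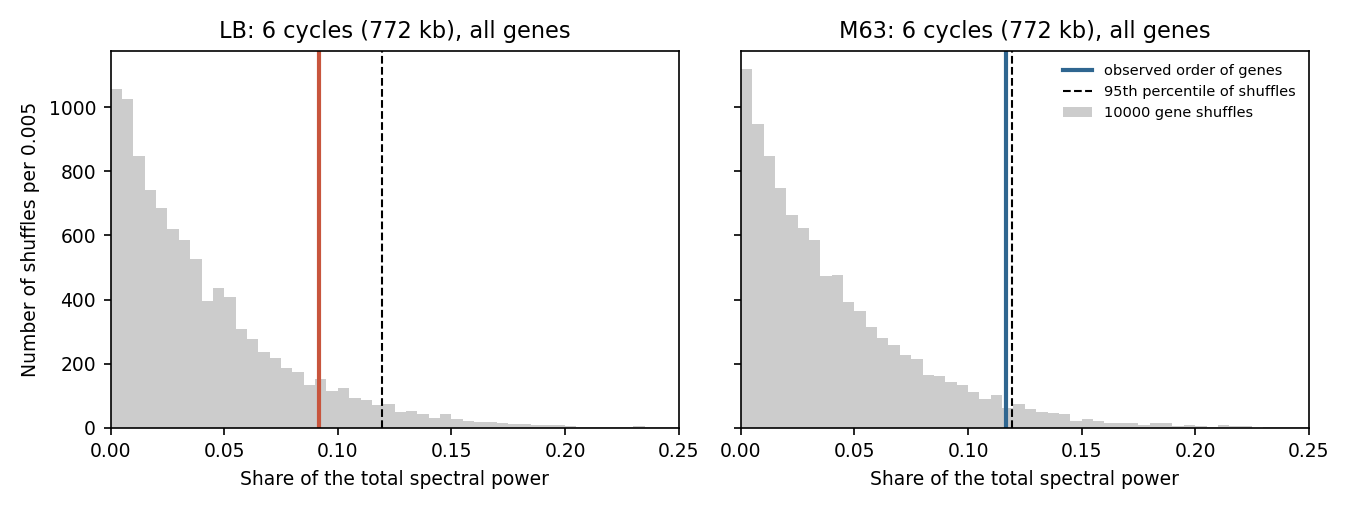
Share of the spectral power at 6 cycles (horizontal axis) in 10000 shuffles of the genes over their positions (grey bars, number of shuffles per bin of 0.005) in LB and M63. The coloured line is the observed order of the genes, at 0.0917 in LB and 0.117 in M63, and the broken line is the 95th percentile of the shuffles, at 0.119 in both media.

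The paper calculates the curves of the expression periodicity from the highest peak of the spectrum, assesses its significance with Fisher's g test, and sets the curves against those of the growth rates, which were not analysed here.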

### Hypothesis for the decisive factors determining the common six-period periodicity

The origin of the chromosomal periodicity of the growth rates is an intriguing topic of investigation. The genome architecture was reported to be associated with global gene regulation^34^ and was somehow attributed to nucleoid-associated proteins^31,35–37^. These mechanisms could partially explain the chromosomal periodicity of the transcriptome^32,38–40^, whereas it was inadequate to explain the periodicity of the growth rates of a large number of genetically differentiated strains because the binding activity of nucleotide-associated proteins (NAPs) must have been changed due to genetic disturbances. In addition, by taking into account the chromosomal macrodomain model^41–44^, the conserved six-period periodicity might have been mediated by the four macrodomains and two unstructured regions. However, the chromosomal periods of the growth rates were partially unmatched to the chromosomal macrodomain positions (Fig. S12). In addition to these well-known molecular mechanisms, it is unclear if there is any single mode that determines the common periodicity.

We assumed that the functional essentiality of the genes contributed to the common periodicity, as the genome organization was connected to the gene function^45^. The periodicity analysis based on the non-essential genes (Keio collection) only resulted in a maximal spectral power at 662 and 2,316 kb (Fig. 6A), which indicated the occurrence of seven and two periods in M63 and LB media, respectively (Fig. 6B). The number of periods was different from the six periods associated with the whole genome (Fig. 5A), which included both essential and nonessential genes. The alteration of the periods strongly suggested that the essential genes contributed to the common six-period periodicity. The correlated chromosomal periodicity of the genetic sequence mediated growth, and the genetic abundance indicated that expression might be mediated by both essential genes (Fig. 6C). It is unknown whether there was any change in the chromosomal periodicity of the transcriptome that lacked the essential genes because it was impossible to experimentally determine the transcriptomes of the essential gene knockout strains. Simply removing the expression data for the essential genes from the wild-type transcriptome dataset did not alter the period^32^. As essential genes are thought to be the most highly conserved genetic information across species, the common periodicities of the growth rates and gene expression might be an evolutionary consequence of the conservation of gene pairs^46^, although the benefit of the six-period periodicity remains unknown.

**Figure 6:**
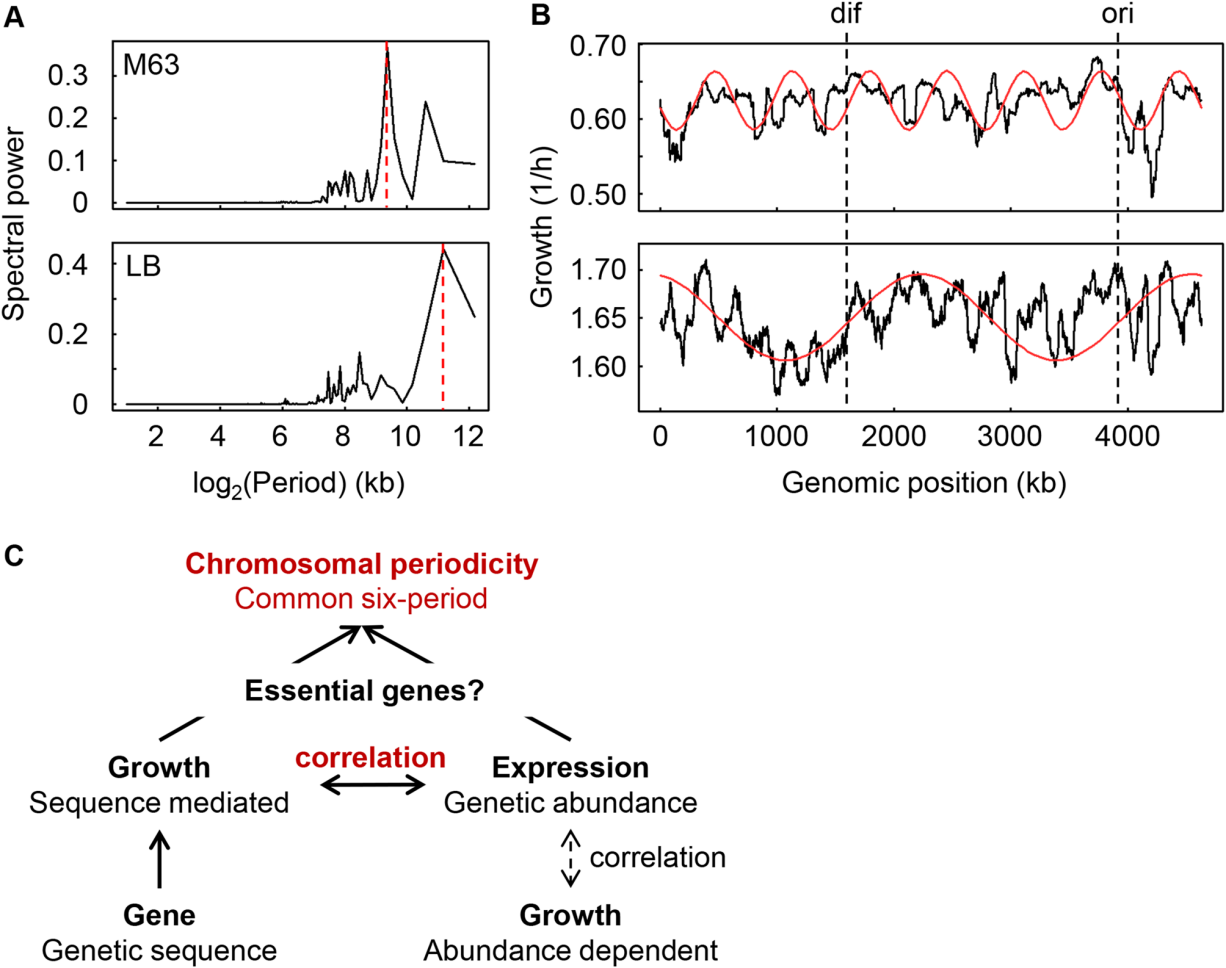
Decision-making factors for the correlated periodicity. **(A)** Spectral power of the Fourier-transformed growth rates of the knockout strains. The broken lines in red indicate the major spectral powers, which were at wavelengths of 661.7 and 2,316 kb in M63 and LB media, respectively. **(B)** Periodograms of the growth rates of the knockout strains. The growth rates of the knockout strains are plotted against the BW25113 genome. The mean growth rates of the strains lacking the corresponding genes (non-essential genes only) in every 1kb sliding window are shown in 100-kb bins by the black lines. The periodicities of the highest spectral power (**A**, red lines) are shown by the red curves. The upper and bottom panels indicate the growth in M63 and LB, respectively. The Fisher’s g test results for the periods in M63 and LB were 0.189 (*p* = 1e − 207) and 0.199 (*p* = 2e − 220), respectively. **(C)** Schematic drawing of the relationships among the genes, their expression and growth. The bold solid and thin broken-line arrows indicate what was found in the present and previous studies, respectively. The novel findings of the global features are highlighted in red.

## Discussion

The present study attempted to link nonessential genes to growth fitness under both rich and poor nutritional conditions to complement the growing pool of knowledge regarding gene functions^25,27,47,48^ and growth models^49–51^. The classification of genes in the fitness category helped us to obtain new insights into the relationships between gene expression and growth fitness. For instance, a large number of genes that were highly expressed in LB media were not classified in the fitness group as having a very positive effect on growth (Figs. 1, 2, 3), which indicated that the upregulated genes in enriched conditions did not contribute to fitness in either rich (LB) or poor (M63) nutritional conditions. Intriguingly, comparing the growth rates of the single-gene knockout strains to those of the genome-reduced strains^13^ revealed that the contribution of genetic information to growth fitness was somehow additive in a nutritionally dependent manner. The mean growth rates of the knockout strains lacking the genes located within the deleted genome regions were weakly correlated with the growth rates of the genome-reduced strains lacking the corresponding genome regions in LB media, but there was no significant correlation in cells grown in M63 media (Fig. S13). This result indicated that the genetic contribution to growth fitness was additive in enriched conditions but nonadditive in poor nutritional conditions, which was probably due to the different requirements of metabolism and gene function in LB and M63 media.

A significant correlation between the growth rates of the single-gene knockout strains and the original expression levels of these genes in their parental strain was identified for the first time. In particular, the gene deficiency-related growth rates presented the same chromosomal periodicity as that of the wild-type transcriptome. By taking into account the previous findings on the periodicity of mutation rates in bacterial genomes^31^ and the correlation between mutation rates and growth rates^52^, we assumed that the global parameters of living organisms (*e.g.*, growth rate, mutation rate, transcriptome, genome, etc*.*) were correlated to each other in a chromosomally periodic manner. The genomic position of the gene was linked to its expression level^53,54^ and the timing of expression^55^, which was due to chromosomal organization^56^. The chromosome was structured by the interactions between ongoing replication and transcription in exponentially growing cells^57^, which was reflected by the growth rate. Thus, the global parameters were coordinated. As the chromosomal periodicity in gene expression^32,38–40^ was explained by the chromosomal macrodomains^42–44^, the common correlated chromosomal periodicities of the growth rates and gene expression might be a general feature governing the growth of cells.

A positive correlation between the growth rate and the growth maximum was significantly detected and was dependent on the growth media (Fig. S14). This conflicted somewhat with the r/K selection mechanism^22,58^, which was often found to represent the trade-off between the growth rate and the population size^59–61^. To verify the correlation, we reanalysed three public data sets reporting the growth profiles of the strains of the Keio collection. The correlation of the growth rate and the growth maximum was commonly observed (Fig. S15) regardless of the variation in assay methodologies, media and growth mode used in these studies^3–5^. It was unclear whether the positive correlation was due to any experimental restriction common to the high-throughput growth assays used in these studies. It is of note that the growth assay performed in microwell plates in a plate reader could lead to locational biases^3,62^. As the replicates were performed in different well locations, the operational bias could be ignored. The mean values of the growth rates of different strains acquired from the same well were random, but the maximal OD_600_ values changed gradually in a manner dependent on the well location (Fig. S16), which is consistent with previous findings^62^. The locational bias was independent of the correlation of the growth rate, and the growth maximum seemed to be universal and was in line with the observation of a trade-off within but not between populations in terms of experimental evolution^63^.

In summary, in comparison to previous studies that successfully coupled phenotypes to individual genes from a systematic point of view^64,65^, the present study directly connected the growth fitness to individual genes and their expression levels as part of a global pattern, *i.e.*, the correlated chromosomal periodicity. The working mechanism responsible for the common periodicity has remained a black box, although the essential genes might play a role. The present study provided a valuable data set and periodic rule for growth prediction regarding the minimal genome, which has been discussed for decades^66–68^ and experimentally challenged by reducing genomic redundancy^69,70^ and synthetic reconstruction^71,72^ to preserve essential metabolism^73^.

## Materials and methods

### Strains and media

A total of 3,909 single-gene knockout strains (the Keio collection) and the wild-type strain BW25113, which was used to construct the Keio collection, were obtained from the National Institute of Genetics in Japan. These strains were routinely grown in nutrient-rich Luria–Bertani (LB) and M63 minimal media, which were described previously in detail^13,62^.

### Storage of the Keio collection for the repeated growth assays

The Keio collection (3,909 strains) was inoculated from agar plates into 96-well stock plates containing 200 μl per well of LB or M63 medium and incubated overnight at 37 °C without shaking. The overnight cultures were used for stock. Fifty microlitres of 60% glycerol was added to each well, and the plate was stored at − 80 °C. Those wells that showed no growth after overnight incubation were inoculated again into 3 ml LB medium in tubes and cultured with shaking. After the strains showed growth, 60% glycerol was added, and the tubes were stored at − 80 °C. The wild-type strain BW25113 was inoculated into 6 ml of LB medium and grown for 6 h at 37 °C with shaking. The resulting cell cultures were stored at − 80 °C in frozen tubes containing 25% glycerol.

### High-throughput growth assay

The *E. coli* strains were grown in both LB and M63 media as previously described^13^. The strains were inoculated from the glycerol stock into new 96-well microplates (Corning), where each well contained 200 μl of media. The 96-well microplates were incubated in a plate reader with a rotation rate of 567 cpm at 37 °C. Temporal growth was detected at an absorbance of 600 nm, and readings were obtained at 15- or 30-min intervals for 24 to 48 h. Three independent growth assays were performed for each strain in each medium.

### Calculation of the growth rate

Data from the plate reader were acquired with Gen5 software and then exported as Excel files. The growth rates during the exponential phase were calculated with the following equation as previously reported^62^.

1 $$\upmu =\frac{\mathrm{LN}({\mathrm{C}}_{\mathrm{i}+1}/{\mathrm{C}}_{\mathrm{i}})}{{\mathrm{t}}_{\mathrm{i}+1}-{\mathrm{t}}_{\mathrm{i}}}$$

Here, C_i_ and C_i+1_ represent the two readings of the OD_600_ values at two continuous time points of t_i_ and t_i+1_, which were obtained at intervals of 15 or 30 min. The five continuous growth rates that exhibited the largest means and the smallest standard deviations were averaged to determine the growth rate (h^−1^). The average values and standard errors derived from repeated tests were calculated.

### Total RNA purification

Three independent cell cultures were used for RNAseq to determine the mean expression of genes under each culture condition. Cell culture was performed in 5 mL test tubes, and cell collection and purification of the total RNA were performed. The *E. coli* cells were inoculated into fresh LB and M63 media at 37 °C. Triplicate cultures were grown for 2 h until an OD_600_ value of 0.01 ~ 0.1 was reached in the test tubes. Samples were withdrawn and immediately mixed with 5 ml of RNA stop solution (90% ethanol and 10% phenol) on ice. Cells were pelleted by centrifugation (7,000 rpm, 3 min) and frozen at − 80 °C. The stocked pellets were subsequently thawed on ice and immediately processed for RNA extraction using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. The total RNA was resuspended in RNase-free water and stored at − 80 °C.

### RNAseq

Whole transcriptome sequencing of wild-type *E. coli* BW25113 was performed with the NovaSeq Sequencer (Illumina) with the sequencing control software 1000000019358 v02. The rRNAs were removed using the ribo-zero RNA removal Kit for gram-negative bacteria (Illumina). mRNA preparation was performed with the TruSeq Stranded mRNA LT sample prep kit in accordance with the TruSeq Stranded mRNA sample preparation guide (part #15031047 rev. E). The NovaSeq 6000 S4 reagent kit was used for sequencing according to the NovaSeq 6000 system user guide document #1000000019358 v02. The trimmed reads were mapped to the reference genome sequence of *Escherichia coli BW25113 GCF_000750555.1_ASM75055v1* with Bowtie software. The raw RNAseq data sets were deposited into the NCBI Gene Expression Omnibus database under the GEO Series accession number GSE136101.

### Transcriptome analyses

The datasets with raw expression data were subjected to global normalization, resulting in a common median value (logarithmic value, log_10_RPKM) for all data sets as previously described^74,75^. The mean values of three biological replicates were used for the following analyses. All statistical tests and computational analyses were performed using either R^76^ or Mathematica 11 (MathWorks). The differentially expressed genes (DEGs) and the differentiated growth rates (DGGs) were identified according to the rank product^77,78^, and the significance of the functional enrichment based on the gene category^27^ was evaluated by binomial tests with the Bonferroni correction, as previously reported^21,74^.

### Evaluation of chromosomal periodicity

Chromosomal periodicity was calculated using a standard Fourier transform method with a sliding distance of 1kb and 100-kb bins as previously described^79^. A standard Fourier transform method was used for the determination of chromosomal periodicity. The significance of the periodicity was assessed with Fisher’s g test^80^. The approximate line corresponding to the periodicity was calculated based on the highest peak (statistical significance) of the periodogram and was fitted by minimizing the squared error between the approximate line and the series of expression values. The genomic positions of *ori*, *dif*, and the chromosomal macrodomains were determined as referred to in previous reports^43,56^.

## Supplementary information

Supplementary Information.

## References

[1] Joyce AR (2006). Experimental and computational assessment of conditionally essential genes in *Escherichia coli*. J. Bacteriol..

[2] Baba, T. *et al.* Construction of *Escherichia coli* K-12 in-frame, single-gene knockout mutants: the Keio collection. *Mol. Syst. Biol.***2**, 0008, 10.1038/msb4100050 (2006).10.1038/msb4100050PMC168148216738554

[3] Falls KC, Williams AL, Bryksin AV, Matsumura I (2014). *Escherichia coli* deletion mutants illuminate trade-offs between growth rate and flux through a foreign anabolic pathway. PLoS ONE.

[4] Takeuchi R (2014). Colony-live-a high-throughput method for measuring microbial colony growth kinetics-reveals diverse growth effects of gene knockouts in *Escherichia coli*. BMC Microbiol..

[5] Campos M (2018). Genomewide phenotypic analysis of growth, cell morphogenesis, and cell cycle events in *Escherichia coli*. Mol. Syst. Biol..

[6] Ursell T (2017). Rapid, precise quantification of bacterial cellular dimensions across a genomic-scale knockout library. BMC Biol..

[7] French, S., Cote, J. P., Stokes, J. M., Truant, R. & Brown, E. D. Bacteria getting into shape: Genetic determinants of *E. coli* morphology. *mBio***8**, e01977–01916, 10.1128/mBio.01977-16 (2017).10.1128/mBio.01977-16PMC534087128270582

[8] Guzman GI (2018). Reframing gene essentiality in terms of adaptive flexibility. BMC Syst. Biol..

[9] Cote, J. P. *et al.* The genome-wide interaction network of nutrient stress genes in *Escherichia coli*. *mBio***7**, e01714–01716, 10.1128/mBio.01714-16 (2016).10.1128/mBio.01714-16PMC512014027879333

[10] Posfai G (2006). Emergent properties of reduced-genome *Escherichia coli*. Science.

[11] Kato J, Hashimoto M (2007). Construction of consecutive deletions of the Escherichia coli chromosome. Mol. Syst. Biol..

[12] Mizoguchi H, Sawano Y, Kato J, Mori H (2008). Superpositioning of deletions promotes growth of *Escherichia coli* with a reduced genome. DNA Res..

[13] Kurokawa M, Seno S, Matsuda H, Ying BW (2016). Correlation between genome reduction and bacterial growth. DNA Res..

[14] Karcagi I (2016). Indispensability of horizontally transferred genes and its impact on bacterial genome streamlining. Mol. Biol. Evol..

[15] Hashimoto M (2005). Cell size and nucleoid organization of engineered *Escherichia coli* cells with a reduced genome. Mol. Microbiol..

[16] Scott M, Gunderson CW, Mateescu EM, Zhang Z, Hwa T (2010). Interdependence of cell growth and gene expression: Origins and consequences. Science.

[17] Sastry AV (2019). The *Escherichia coli* transcriptome mostly consists of independently regulated modules. Nat. Commun..

[18] Guell M, Yus E, Lluch-Senar M, Serrano L (2011). Bacterial transcriptomics: What is beyond the RNA horizome?. Nat. Rev. Microbiol..

[19] Feugeas JP (2016). Links between transcription, environmental adaptation and gene variability in *Escherichia coli*: Correlations between gene expression and gene variability reflect growth efficiencies. Mol. Biol. Evol..

[20] Nahku R (2010). Specific growth rate dependent transcriptome profiling of *Escherichia coli* K12 MG1655 in accelerostat cultures. J. Biotechnol..

[21] Matsumoto Y, Murakami Y, Tsuru S, Ying BW, Yomo T (2013). Growth rate-coordinated transcriptome reorganization in bacteria. BMC Genomics.

[22] Weisse AY, Oyarzun DA, Danos V, Swain PS (2015). Mechanistic links between cellular trade-offs, gene expression, and growth. Proc. Natl. Acad. Sci. USA.

[23] Jozefczuk S (2010). Metabolomic and transcriptomic stress response of *Escherichia coli*. Mol. Syst. Biol..

[24] Lopez-Maury L, Marguerat S, Bahler J (2008). Tuning gene expression to changing environments: From rapid responses to evolutionary adaptation. Nat. Rev. Genet..

[25] 25Salgado, H. *et al.* RegulonDB v8.0: Omics data sets, evolutionary conservation, regulatory phrases, cross-validated gold standards and more. *Nucleic Acids Res.***41**, D203–213, 10.1093/nar/gks1201 (2013).10.1093/nar/gks1201PMC353119623203884

[26] Fang X (2017). Global transcriptional regulatory network for *Escherichia coli* robustly connects gene expression to transcription factor activities. Proc. Natl. Acad. Sci. USA.

[27] Riley M (2006). *Escherichia coli* K-12: A cooperatively developed annotation snapshot-2005. Nucleic Acids Res..

[28] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[29] Lal A (2016). Genome scale patterns of supercoiling in a bacterial chromosome. Nat. Commun..

[30] Krogh TJ, Moller-Jensen J, Kaleta C (2018). Impact of chromosomal architecture on the function and evolution of bacterial genomes. Front. Microbiol..

[31] Dillon SC, Dorman CJ (2010). Bacterial nucleoid-associated proteins, nucleoid structure and gene expression. Nat. Rev. Microbiol..

[32] Nagai, M., Kurokawa, M. & Ying, B. W. The highly conserved chromosomal periodicity of transcriptomes and the correlation of its amplitude with the growth rate in *Escherichia coli*. *DNA Res*. dsaa018. 10.1093/dnares/dass018 (2020).10.1093/dnares/dsaa018PMC750834832866232

[33] Scholz SA (2019). High-Resolution mapping of the *Escherichia coli* chromosome reveals positions of high and low transcription. Cell Syst.

[34] Dorman CJ (2013). Genome architecture and global gene regulation in bacteria: Making progress towards a unified model?. Nat. Rev. Microbiol..

[35] Lioy, V. S. *et al.* Multiscale structuring of the *E. coli* chromosome by nucleoid-associated and condensin proteins. *Cell***172**, 771–783 e718, 10.1016/j.cell.2017.12.027 (2018).10.1016/j.cell.2017.12.02729358050

[36] Wang W, Li GW, Chen C, Xie XS, Zhuang X (2011). Chromosome organization by a nucleoid-associated protein in live bacteria. Science.

[37] Browning DF, Grainger DC, Busby SJ (2010). Effects of nucleoid-associated proteins on bacterial chromosome structure and gene expression. Curr. Opin. Microbiol..

[38] Jeong KS, Ahn J, Khodursky AB (2004). Spatial patterns of transcriptional activity in the chromosome of *Escherichia coli*. Genome Biol..

[39] Postow L, Hardy CD, Arsuaga J, Cozzarelli NR (2004). Topological domain structure of the *Escherichia coli* chromosome. Genes Dev..

[40] Allen TE, Price ND, Joyce AR, Palsson BO (2006). Long-range periodic patterns in microbial genomes indicate significant multi-scale chromosomal organization. PLoS Comput. Biol..

[41] Espeli, O., Mercier, R. & Boccard, F. DNA dynamics vary according to macrodomain topography in the *E. coli* chromosome. *Mol. Microbiol.***68**, 1418–1427, 10.1111/j.1365-2958.2008.06239.x (2008).10.1111/j.1365-2958.2008.06239.x18410497

[42] Niki H, Yamaichi Y, Hiraga S (2000). Dynamic organization of chromosomal DNA in *Escherichia coli*. Genes Dev..

[43] Valens M, Penaud S, Rossignol M, Cornet F, Boccard F (2004). Macrodomain organization of the *Escherichia coli* chromosome. EMBO J..

[44] Boccard F, Esnault E, Valens M (2005). Spatial arrangement and macrodomain organization of bacterial chromosomes. Mol. Microbiol..

[45] Slager J, Veening JW (2016). Hard-wired control of bacterial processes by chromosomal gene location. Trends Microbiol..

[46] Wright MA, Kharchenko P, Church GM, Segre D (2007). Chromosomal periodicity of evolutionarily conserved gene pairs. Proc. Natl. Acad. Sci. USA..

[47] Keseler IM (2017). The EcoCyc database: Reflecting new knowledge about *Escherichia coli* K-12. Nucleic Acids Res..

[48] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res..

[49] O'Brien EJ, Lerman JA, Chang RL, Hyduke DR, Palsson BO (2013). Genome-scale models of metabolism and gene expression extend and refine growth phenotype prediction. Mol. Syst. Biol..

[50] Goh S, Boberek JM, Nakashima N, Stach J, Good L (2009). Concurrent growth rate and transcript analyses reveal essential gene stringency in *Escherichia coli*. PLoS ONE.

[51] Swain PS (2016). Inferring time derivatives including cell growth rates using Gaussian processes. Nat. Commun..

[52] Nishimura, I., Kurokawa, M., Liu, L. & Ying, B. W. Coordinated changes in mutation and growth rates induced by genome reduction. *mBio***8**, 10.1128/mBio.00676-17 (2017).10.1128/mBio.00676-17PMC557367428679744

[53] Couturier E, Rocha EP (2006). Replication-associated gene dosage effects shape the genomes of fast-growing bacteria but only for transcription and translation genes. Mol. Microbiol..

[54] Ying BW, Tsuru S, Seno S, Matsuda H, Yomo T (2014). Gene expression scaled by distance to the genome replication site. Mol. BioSyst..

[55] Sobetzko P, Travers A, Muskhelishvili G (2012). Gene order and chromosome dynamics coordinate spatiotemporal gene expression during the bacterial growth cycle. Proc. Natl. Acad. Sci. USA.

[56] Bryant JA, Sellars LE, Busby SJ, Lee DJ (2014). Chromosome position effects on gene expression in *Escherichia coli* K-12. Nucleic Acids Res..

[57] Cagliero C, Grand RS, Jones MB, Jin DJ, O'Sullivan JM (2013). Genome conformation capture reveals that the *Escherichia coli* chromosome is organized by replication and transcription. Nucleic Acid Res..

[58] Engen S, Lande R, Saether BE (2013). A quantitative genetic model of r- and K-selection in a fluctuating population. Am. Nat..

[59] Bachmann H (2013). Availability of public goods shapes the evolution of competing metabolic strategies. Proc. Natl. Acad. Sci. USA.

[60] Ying BW (2015). Evolutionary consequence of a trade-off between growth and maintenance along with ribosomal damages. PLoS ONE.

[61] Manhart M, Shakhnovich EI (2018). Growth tradeoffs produce complex microbial communities on a single limiting resource. Nat. Commun..

[62] Kurokawa M, Ying BW (2017). Precise, high-throughput analysis of bacterial growth. J. Vis. Exp..

[63] Novak, M., Pfeiffer, T., Lenski, R. E., Sauer, U. & Bonhoeffer, S. Experimental tests for an evolutionary trade-off between growth rate and yield in *E. coli*. *Am. Nat.***168**, 242–251, 10.1086/506527 (2006).10.1086/50652716874633

[64] Nichols RJ (2011). Phenotypic landscape of a bacterial cell. Cell.

[65] Galardini, M. *et al.* Phenotype inference in an *Escherichia coli* strain panel. *Elife***6**, 10.7554/eLife.31035 (2017).10.7554/eLife.31035PMC574508229280730

[66] Gil, R., Silva, F. J., Pereto, J. & Moya, A. Determination of the core of a minimal bacterial gene set. *Microbiol. Mol. Biol. Rev.***68**, 518–537 (table of contents), 10.1128/MMBR.68.3.518-537.2004 (2004).10.1128/MMBR.68.3.518-537.2004PMC51525115353568

[67] Martinez-Garcia E, de Lorenzo V (2016). The quest for the minimal bacterial genome. Curr. Opin. Biotechnol..

[68] Xavier JC, Patil KR, Rocha I (2014). Systems biology perspectives on minimal and simpler cells. Microbiol. Mol. Biol. Rev..

[69] Feher T, Papp B, Pal C, Posfai G (2007). Systematic genome reductions: Theoretical and experimental approaches. Chem. Rev..

[70] Kurokawa M, Ying BW (2019). Experimental challenges for reduced genomes: The cell model *Escherichia coli*. Microorganisms.

[71] Jewett MC, Forster AC (2010). Update on designing and building minimal cells. Curr. Opin. Biotechnol..

[72] Hutchison, C. A., 3rd *et al.* Design and synthesis of a minimal bacterial genome. *Science***351**, aad6253, 10.1126/science.aad6253 (2016).10.1126/science.aad625327013737

[73] Breuer, M. *et al.* Essential metabolism for a minimal cell. *Elife***8**, 10.7554/eLife.36842 (2019).10.7554/eLife.36842PMC660932930657448

[74] Ying BW, Yama K (2018). Gene expression order attributed to genome reduction and the steady cellular state in *Escherichia coli*. Front. Microbiol..

[75] Ying BW (2015). Bacterial transcriptome reorganization in thermal adaptive evolution. BMC Genomics.

[76] Ihaka R, Gentleman R (1996). R: A language for data analysis and graphics. J. Comput. Graph. Stat..

[77] Breitling R, Armengaud P, Amtmann A, Herzyk P (2004). Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett..

[78] Hong F (2006). RankProd: A bioconductor package for detecting differentially expressed genes in meta-analysis. Bioinformatics.

[79] Ying BW, Seno S, Kaneko F, Matsuda H, Yomo T (2013). Multilevel comparative analysis of the contributions of genome reduction and heat shock to the *Escherichia coli* transcriptome. BMC Genomics.

[80] Wichert S, Fokianos K, Strimmer K (2004). Identifying periodically expressed transcripts in microarray time series data. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

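RNA of E. coli BW25113 from 3 cultures in LB and 3 in M63 was analysed, each culture as 1 sample. The growth rates of the knockout strains and the functional categories of the genes were not analysed here. The authors removed rRNA, sequenced stranded libraries, mapped the reads to the BW25113 genome (assembly ASM75055v1) with Bowtie and deposited a table of RPKM values per gene and culture, without the common median of log10RPKM that the paper's methods describe. The columns were matched to cultures by the number in the sample titles, and 0 columns of values were left without a sample. Gene names and coordinates are those of the deposited table, and of 219 list genes 218 were found in it, each by its symbol.

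From the deposited RPKM, whole reads were recovered from the step between low values, which were whole multiples in 100% of the values of up to 1000 reads. The reads on listed genes made up 99.997% to 99.998% of the library totals that the steps give. No negative binomial count test was run on these reads, although the plan had named recovered reads as a case for it; limma's voom was run on them as an alternative. The planned setting for such values was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes with a trend, on log2(RPKM + 1) after bringing each library to a common median, for the 4226 genes with a mean RPKM of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are LB over M63 on that scale. Gene lists were tested with limma's fry, two-sided, over 17 lists, 5 for the amino acids that the paper names and 12 others. Rank product, the study's method for DEGs, was written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) on log10(RPKM + 0.1), with 100 permutations and a threshold of 0.05. The genes named in the text are the 5 largest increases and the 5 largest decreases among genes past the limma threshold that are also rank product DEGs and whose cultures of one medium all lie above those of the other, and the genes of the 5 amino acid lists. Whether cultures lay above each other was read from the RPKM as deposited.

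Periodicity followed the paper's description in its 100-kb windows, 1-kb steps, Fourier transform (discrete here) and Fisher's g. Means of log10(RPKM + 0.1) were taken round a chromosome of 4632 kb, with gene positions at the middle of each gene. The pseudocount of 0.1 and the gene positions were choices made here, as the paper's text names neither. Beside Fisher's formula, the genes' values were shuffled over their positions 10000 times (1000 times for window medians). Distance from the replication origin was measured along the shorter arm from the point between mnmG and mioC, at 3919182, to the opposite point, at 1603182. Slopes were compared between media by exact permutation and between genes by 10000 shuffles. Comparisons of 3 cultures against 3 by exact permutation cannot give a p below 0.1.

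Each step was tested on simulated data. In simulations on 4226 genes, limma recovered 95.8% of 200 genes changed 3-fold, with 4.57% false calls, and called 0 genes where none was changed. In simulations on 4412 genes, rank product recovered 100% of 200 genes changed 16-fold and called at most 19 genes where none was changed. On 4412 genes, the shuffles gave a p under 0.05 in 4% of 100 runs without a periodic term. A planted 6-period term was found in 100% of the runs, both with an amplitude of 0.35 on the log10 scale and with the observed amplitudes. Simulated genes were independent of their neighbours. Neither the power to find a term among the real genes nor the rate of false calls of the shuffles among them was therefore tested. A planted slope of -0.3 was recovered as -0.30.

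Alternatives set before the data were examined covered the scaling of the libraries, the pseudocount, the filter on low values, the threshold, each culture left out, and for periodicity the window, the step, the summary within a window, the genes used, the gene position and the unit of the shuffle. Protein-coding genes only, no pseudocount, genes with an entry in the field for JW identifiers, limma's voom on the recovered reads, and several settings for the replication arms were chosen after seeing the data.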

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

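The test of scaling for ribosomal proteins was chosen before its result was seen, and that for the amino acid lists after. Among 12 lists of genes for which the paper gives no result, 4 had every gene past the limma threshold in 1 direction, which is why they are set out here. That threshold was passed by 2713 of the 4226 genes. By rank product, 3 of the 8 histidine genes and 3 of the 4 glutamate and glutamine genes were DEGs, each lower in LB. Of the 3 threonine genes and the 54 ribosomal protein genes, 0 were.

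The 8 histidine genes had a median log2 fold change of -2.63 (LB over M63), the 3 threonine genes of -2.17 and the 4 glutamate and glutamine genes of -4.21, and each gene was lower in LB (adjusted p of the sets 1.77e-06, 0.00236 and 6.18e-06 by limma's fry with Benjamini-Hochberg adjustment). The paper names the arginine, cysteine, leucine, methionine and tryptophan genes, from genes that were both DEGs and DGGs. The lists here rest on expression alone, so they do not bear on which pathways meet the paper's criterion. A difference in scaling between libraries was tested as a technical cause. Over 3 scalings (a common median, the deposited values and quantile normalization), no median of the 3 lists rose above -2.17 and every gene stayed past the threshold, which argues against scaling. Total depth did not separate the media, as the reads per library overlapped. The median reads per gene did, at 347 to 497 in LB and 506 to 634 in M63, so depth per gene is not set aside by this. LB 8 had a lower threonine median than LB 9 and LB 10 (7.26 against 8.17 and 8.15 on the log2 scale), and without it the threonine median was -1.87. The difference in amino acid supply between the media, which the design names, stays open as an untested biological explanation. Of the other lists, serine and glycine (-2.31), purine (-2.65), pyrimidine (-1.40), aromatic amino acids except tryptophan (-1.43), isoleucine and valine (-1.30) and lysine (-0.87) also had negative medians with genes in both directions or unchanged. Proline was at 0.035 (adjusted p = 0.699 by limma's fry, but 4.09e-04 with the deposited values, 0.00158 with quantile normalization and 0.00601 without LB 8). Flagella and chemotaxis were at 0.40 (adjusted p = 0.00626 by limma's fry, 0.0270 with quantile normalization, but 0.399 with the deposited values).

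All 54 ribosomal protein genes were higher in LB, with a median log2 fold change of 1.19 (adjusted p = 0.00309 by limma's fry with Benjamini-Hochberg adjustment). With the deposited values the median was 0.78 and 52 genes passed the threshold. Quantile normalization gave 0.19, with 30 genes higher and 3 lower in LB past the threshold. As a set, the list passed the threshold with both, at adjusted p = 0.00129 with the deposited values and 0.00158 with quantile normalization (limma's fry with Benjamini-Hochberg adjustment). At 0.19, with genes in both directions, a difference in scaling and a change of these genes cannot be told apart. The ribosomal genes are among the highest in each library, where quantile normalization sets the values of all libraries equal rank by rank. Their median log2(RPKM + 1) was 13.63 in LB 8, 13.12 in LB 9 and 13.08 in LB 10, against 12.04 to 12.09 in M63, so that each LB culture lay above each M63 culture, and without LB 8 the median fold change was 1.00. Faster growth in LB may account for it, which was not tested because growth was not analysed here.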

How the results depend on the processing

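No paired analysis was possible because the LB and M63 cultures share no replicate number. Count tests (edgeR, and DESeq2 as its alternative) had been planned for counts or for whole reads recovered from the values. Whole reads were recovered here, so that condition was met, but the count tests were not run, because reads worked back from RPKM are not counts as the authors made them. Voom on the recovered reads, chosen after seeing the data, was run instead and called 2687 genes; it is not the planned test.

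The number of rank product DEGs (237) moved to 116 at a threshold of 0.01 and ranged from 115 to 147 genes across the 6 fits that each left out 1 culture, which have fewer pairs of cultures. The model test in its place called 2713. Pseudocount, scaling and a filter at a mean RPKM of 1 gave 235 to 248, and centring cannot change a rank within a pair. The limma count (2713) stayed between 2001 and 3197 under 13 settings fixed beforehand, and that with a 2-fold change (1114) between 921 and 1216 under the same settings. The split between directions was 1760 higher and 953 lower in LB with a common median, 1576 and 1080 with quantile normalization, and 909 and 1590 with the deposited values.

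Of the 39 amino acid genes, 38 had a negative fold change under each of 9 settings fixed beforehand, and 36 to 38 of them were past the threshold. The 17 list medians kept their sign except 2, both with the deposited values, which shift all genes by -0.42. These were proline, at -0.38 in place of 0.035 and past the threshold of fry there, with quantile normalization and without LB 8, and flagella and chemotaxis, at -0.013 in place of 0.40. With the deposited values the flagella and chemotaxis list was also no longer past the threshold, at adjusted p = 0.399 in place of 0.00626 (limma's fry). Of 644 alternative values of the 46 named genes, 635 stayed on their side of the threshold, 9 (of cysA, cysE and metK) were no longer past it, and 0 changed sign. For the cysteine genes, LB 8 decides much of the spread, as the list median without it was -3.25 against -4.30.

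The period of highest power moved from 661.7 kb to 772 kb in both media with windows that did not overlap and with genes of a mean RPKM of at least 1, and in LB also with window medians. It moved to 220.6 kb in both media with a 50-kb window and in M63 without the ribosomal protein genes. Protein-coding genes only, with or without a pseudocount, chosen after seeing the data, gave 772 kb in both media. Genes with an entry in the field for JW identifiers, and all genes without a pseudocount, also chosen after seeing the data, stayed at 661.7 kb in both media. The shuffle p of the 6-period share went below 0.05 in LB (main 0.107) only with windows that did not overlap (0.0365). In M63 (main 0.0535) it did so with a 50-kb window (0.0312), windows that did not overlap (0.0246), log10 of the RPKM + 1 (0.0479) and a mean RPKM of at least 1 (0.0386), and with protein-coding genes only (0.0460, or 0.0456 without a pseudocount). Over the settings fixed beforehand it ranged from 0.0365 to 0.146 in LB and from 0.0246 to 0.0909 in M63. Apart from the windows and the genes used, the cause was not tested.

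The slope of the log2 fold change on the distance from oriC (-0.26 per Mb) stayed negative and outside the shuffles under 10 settings fixed beforehand, from -0.30 to -0.09. Genes under 10 reads limit the comparison of weakly expressed genes, and 3 cultures per medium limit exact permutation tests to p = 0.1.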

Differences from the paper's values

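None of the compared values differed from the paper's by more than 1.5 times and by more than the spread between cultures in the main setting. The number of rank product DEGs was 237 against the paper's 199. Fisher's g of the 6-period term was 0.0917 in LB and 0.117 in M63 against the paper's 0.099 and 0.123.

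The ranking of the periods of expression differed. The paper places the highest power below the full length of the genome at the 6-period term in both media, whereas over all listed genes it lay at 661.7 kb, 7 cycles, in both media. Of the alternatives set before the data were examined, windows that did not overlap and genes with a mean RPKM of at least 1 gave 772 kb in both media, and window medians gave it in LB. The other settings fixed beforehand did not. Protein-coding genes only, chosen after seeing the values, gave 772 kb in both media with a g of 0.0992 in LB and 0.122 in M63 and p-values by Fisher's formula of 2.10e-102 and 2.61e-128. Without a pseudocount on the same genes, also chosen after seeing the values, the period was 772 kb as well. Other settings chosen after seeing the values did not give it. All genes without a pseudocount stayed at 661.7 kb in both media, as did the 4021 genes with an entry in the field for JW identifiers, which leave out argD. With the latter, the shares of 7 and 6 cycles were 0.0960 and 0.0795 in LB and 0.116 and 0.0991 in M63. Log10 of the RPKM + 1, an alternative set before the data were examined, gave a g of 0.0980 in LB and 0.120 in M63, with the highest power at 661.7 kb.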

Other observations

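The tests of the amplitude, of stretches of neighbouring genes, of ribosomal protein genes as the source of the size of the 6-period term, of genes that are not protein coding, of the crest in both media, of ribosomal protein genes near oriC, of quantile normalization for the slope, of depth and of a mixture in LB 8 and of other splits of the cultures were chosen only after the result was seen. The other tests were written down before their result was seen.

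The 6-period term is compared here with what an arbitrary order of the same genes gives. In LB, shuffles reached the observed share of the 6-period term with p = 0.107 (permutation test of gene positions, 10000 shuffles), and in M63 with 0.0535, where the settings fixed beforehand fell on both sides of 0.05 (0.0246 to 0.0909), so whether 6 cycles stand out from other periods and a chance arrangement cannot be told apart with 1 chromosome. In amplitude the term was far from an arbitrary order of single genes, which gave a median of 0.0228 in LB and 0.0229 in M63 against the observed 0.125 and 0.130 (permutation test of gene positions, p = 0.0001 in both media, the smallest that 10000 shuffles can give). This holds for most periods and not for 6 cycles alone, as 25 of 30 periods in LB and 24 in M63 had an amplitude above their own 95th percentile. When stretches of 10 neighbouring genes were kept together, the p of the amplitude was 0.0064 in LB and 0.0025 in M63, with 50 genes 0.0763 and 0.0426, and with 100 genes 0.115 and 0.0597 (the same permutation test), so that the clustering of similarly expressed genes may account for the amplitude, depending on the length of the stretches. For the share, stretches of 10 genes gave 0.113 in LB and 0.0587 in M63. Of 30 periods over all genes, 1 in LB (1 cycle) and 2 in M63 (7 and 21 cycles) had a share above their own 95th percentile of the shuffles of single genes, where chance gives 1.5. With protein-coding genes alone, chosen after seeing the data, it was again 1 in LB (1 cycle) and 2 in M63, there 6 and 21 cycles. The shuffles ask about these libraries alone; a period fixed from other data sets, as the paper cites, was not analysed here.

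Ribosomal protein genes are clustered and highly expressed and were tested as the source of the term. Without them the share of 6 cycles was 0.0792 in LB and 0.0964 in M63, below the values with all genes. Shuffles of the remaining genes reached these shares with p = 0.145 in LB and 0.0909 in M63 (permutation test of gene positions), so whether these genes are the source of the term cannot be told apart. The order of 6 and 7 cycles did not change without them (0.0915 in LB and 0.105 in M63 for 7 cycles), but the rank of 6 cycles went from 2 to 3 in both media, and in M63 the highest power moved to 21 cycles.

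Over all listed genes 7 cycles had more power than 6, and over protein-coding genes the order was the other way round. The 94 genes that are not protein coding may account for this. Removing 94 random protein-coding genes put 6 cycles first in 11.5% of 1000 draws in LB and in 16.7% in M63, and 0 and 10 of the draws moved the difference as far as removing the RNA genes did. Leaving out the 72 tRNA genes alone was enough in both media. When genes were drawn with replacement 1000 times, 6 cycles ranked first in 36.2% of the draws in LB and 40.0% in M63 over all genes, and 7 cycles in 50.9% and 48.6%. Over protein-coding genes, 6 cycles ranked first in 54.0% in LB and 48.2% in M63, and 7 cycles in 30.3% and 34.2%. The order of these 2 neighbouring periods thus rests on few genes.

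The crest of the 6-period term lay within 12.2 kb in the mean profiles of the 2 media. Since the same genes tend to be high in both media (r = 0.905 across genes), shuffles that moved each gene with both of its values gave a crest difference as small in 19.2% of 2000 draws, so a common crest may arise wherever the genes lie. The correlation of the window means, 0.940, was reached in 2.95% of these shuffles, whose median was 0.907, but in 24.5% of 10000 shuffles that kept 10 neighbouring genes together, so that neighbouring genes with similar expression may account for it.

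Expression fell with distance from oriC in each culture, and more steeply in LB. The slope of log2(RPKM + 1) across genes was -0.55 ± 0.041 per Mb in LB and -0.29 ± 0.0080 in M63 (SD, n = 3 each; exact permutation test, p = 0.1, the smallest possible). The slope of the log2 fold change was -0.26 per Mb (permutation test of gene positions, p = 0.0001, the smallest that 10000 shuffles can give), and the median log2 fold change fell from 0.52 within 0.5 Mb of oriC to -0.025 beyond 2 Mb. Centring a library on a median shifts all its genes alike and cannot change the slope. Quantile normalization, which does not, gave -0.24 per Mb (p = 0.0001 by the same permutation test), which argues against scaling as the whole cause. Among 1513 genes outside the limma DEGs the slope was -0.090 per Mb. These genes were chosen by the change itself, so whether the slope comes from an uneven distribution of DEGs along the arms cannot be told apart, and the slopes of the cultures overlapped between media there (exact permutation test, p = 0.3). Keeping stretches of 100 neighbouring genes together in the shuffles left the p of the slope at 0.0001 (permutation test, the smallest possible). With gene length and mean expression in the fit the slope was -0.27 and without ribosomal protein genes it was -0.24 (p = 0.0001 for each by the same permutation test), which argues against both as the whole cause. It was -0.29 on the right arm and -0.23 on the left. GC content was not tested, as no genome sequence was used here. Regulated genes near oriC and a higher copy number of such genes in faster growing cells both stay open, as neither was measured.

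LB 8 differed from LB 9 and LB 10, with 304 of 4226 genes at least 2-fold from their mean, against 46 genes that differed as much between LB 9 and LB 10. Depth does not explain it, as LB 10 had fewer reads than LB 8 and correlated with LB 9 at 0.992. A mixture with M63 material was tested on the 77 genes at least 16-fold higher in M63 than in LB 9 and LB 10. In the deposited RPKM of these genes LB 8 held a median of 2.70% of the M63 level, against 3.86% in LB 9 and LB 10, and 59 of the 77 were lower in LB 8, whereas a mixture would raise them. A share of that size lowers no gene by more than a few percent, but 182 genes with a mean RPKM of at least 10 were at least 2-fold lower in LB 8, which argues against a mixture. The cysteine and sulphate genes were lower in LB 8 and the ribosomal protein genes higher. A difference in growth phase between the cultures stays open and was not tested.

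Other splits of the 6 cultures into 3 and 3 were compared with the real one. For the rank product DEGs, the limma DEGs and the limma DEGs with a 2-fold change, 1 of the 10 splits, the real one, gave as many genes. The other 9 splits gave 0 to 3 genes by rank product and 0 by limma. Each of them mixed LB and M63 cultures in both groups, so the difference between media added to the spread within groups. They therefore do not measure the false calls of the real split. With 10 splits the share cannot fall below 0.1.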
